A study of Homo sapiens with 11 samples. Its data were reported in "The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways" (2015).

How the data were processed

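Total RNA of transfected HEK293T cells was amplified to labelled cRNA and hybridised to Illumina HT12 beadchips, 1 array per sample, with 5 wtDFNA5 and 6 mutDFNA5 samples. Groups and replicate numbers came from the labels alone. Sample titles call the mutant samples KO, but the characteristics name mutant DFNA5, and no gene was deleted in these cells as far as the labels say.

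The authors deposited a table of log2 signals per probe that was not normalized between arrays, and the detection p-values deposited beside them give the share of negative control beads at least as bright. The authors also deposited quantile-normalized log2 values of the same arrays. The study's methods name the beadarray package, quality control, quantile normalization and limma, and no background correction. The submitters' processing notes name limma 3.24.4. Array medians before normalization ran from 6.90 in wtDFNA5 replicate 4 to 7.33 in mutDFNA5 replicate 1. In the authors' normalized table every array's median was 7.16, the values were not centred per gene, and each array ranked its probes as in the table of signals (rank correlation 1). Its scale and direction were therefore settled. For each array signal and its own detection p-value ran in opposite order (Spearman correlation -0.98), more strongly than with any other array's.

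Signals were quantile normalized with limma 3.58.1 in R 4.3.3. The values differed from the authors' normalized table by at most 0.019. Probes with detection p under 0.01 on at least 5 of the 11 arrays were kept, which left 14542 of 42000 probes. Quantile normalization makes the distributions of all arrays alike, so a shift of most transcripts in one direction would be removed, and log2 changes of dim probes are understated because no background was subtracted.

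Probes were named through the platform annotation given for this work, which is for a later version of the HT12 beadchip than the one the methods name, with symbols updated through entrez identifiers of the RefSeq table of assembly GRCh38.p14. Of the 42000 probes, 27916 had 1 gene symbol, 7 had several and were left unnamed, and 14077 were not listed. Of the gene symbols used, 99.9% were in the RefSeq table. The probe with the highest mean over all arrays stood for its gene, which gave 9653 genes. No genome coordinates were used. EGR2, which the rule below names, was not analysed here.

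The comparison was mutDFNA5 minus wtDFNA5 with all 11 arrays and no covariate, by limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over all probes tested. Adjusted p-values beside single genes are from this fit. Gene lists were tested with camera on 1 probe per gene, with a preset correlation of 0.01 and adjustment over the 28 lists that had at least 5 tested members, out of 34 lists. Calls that held or were lost with a correlation estimated per list are named. Some genes belong to several lists, at most 8 of the 18 tested members for the hypoxia list. Median, mean and test of a list differed in sign for heat shock proteins, the ER unfolded protein response, caspases and death receptors, NRF2 genes, hypoxia genes and the interferon response. Named genes were the 14 largest rises and 14 largest falls among genes with adjusted p under 0.05 (skipping provisional symbols), DFNA5, up to 4 members per list with the largest change among those called or else the member with the smallest p, and genes that the study's text names for these arrays. A probe not detected on any array of a group would have had a bound in place of a fold change; no named gene was in that position. The design, the lists, the rule for named genes and the alternative settings were fixed before the data were examined, except the adjusted p threshold of 0.01 and the separate reading without wtDFNA5 replicate 4, which were chosen afterwards.

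The script was tested on simulated data with the means and spreads of the 14542 probes. Of probes changed by 0.25, 0.5 and 1 on the log2 scale, 12%, 84% and 100% were recovered, and 5.41% of all calls were false. The simulation called 148 probes against 1196 in the real comparison, so its cut-off in p was stricter. The recovered shares are therefore not the sensitivity of the real comparison. In the list test on 9653 simulated genes, 10 of 10 lists shifted by 0.2 were called and 0 of 30 unshifted lists were. Simulated genes vary independently, so list calls with the preset correlation are to be read beside those with an estimated correlation. On the real arrays regrouped at random the same list test called at least 1 list in 68 of 99 other splits. Many of those splits keep part of the real grouping, so this number is not a rate of false calls. Splits with 2 wtDFNA5 arrays in the group of 5, which keep least of it, still called up to 4 lists. The real grouping therefore does not account for all of these calls.

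Alternatives were normexp background correction by detection p-value (offset 16), median scaling, the authors' normalized table, no filter, detection on all 11 arrays, the replicate number as a block, array weights, a trended and robust variance prior, the mean of all probes of a gene, each array left out in turn and, for the lists, an estimated correlation and fry. No 2 arrays shared over 50% of their values, and arrays correlated with those of their own group with a median r between 0.990 and 0.993 across probes, which are not independent.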

Results

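Gene expression was measured on Illumina HT12 beadchips in HEK293T cells, a human embryonic kidney line that is easily transfected. The cells carried either wild-type DFNA5 (wtDFNA5, 5 arrays) or a mutant DFNA5 (mutDFNA5, 6 arrays) of the kind that causes a dominantly inherited hearing loss. DFNA5 is now named GSDME and encodes gasdermin E. The labels place the harvest at 6 h in the treatment text and the RNA extraction at 12 h in the extraction text. The study's methods hold both times, 6 h for harvesting the cells for RNA and 12 h for extracting the RNA of the arrays. Its results place the collection of RNA for the arrays at 12 h after transfection. Between 14029 and 15443 of the 42000 probes were detected per array (detection p under 0.01). The number of arrays limits the precision of every comparison. The study's methods describe the replicates as biologically independent, and p-values measure the spread between them. The comparison asked which transcripts differ between cells that received mutDFNA5, which is known to kill transfected cells, and cells that received wtDFNA5. No array held cells with an empty vector or without transfection. A difference can therefore come from either construct, and words such as rose and fell mean relative to wtDFNA5.

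The transfected gene itself was read by a single probe. Its log2 signal was 8.02 ± 0.22 (SD, n = 5) in wtDFNA5 and 8.05 ± 0.20 (SD, n = 6) in mutDFNA5, a difference of 0.03 with a 95% confidence interval of -0.19 to 0.25 (limma, adjusted p = 0.908). Where the probe lies relative to the transfected cDNA is not known from the sources used here, so its level checks neither the labels nor the amount of either construct.

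Several immediate early genes were among the 14 genes with the largest rise in mutDFNA5. ZCCHC12, a zinc finger protein, rose most, from a log2 signal of 10.61 ± 0.17 (SD, n = 5) to 13.24 ± 0.19 (SD, n = 6), which is 6.21-fold (limma, adjusted p = 1.27e-14). It was followed by the ETS factor ETV5 (3.77-fold, from 8.06 ± 0.23 to 9.98 ± 0.05), C11orf96 (3.64-fold) and the transcription factor EGR1 (3.54-fold, from 10.80 ± 0.18 to 12.63 ± 0.07). ARC (3.09-fold), FOSB (2.99-fold), JUNB (2.78-fold), KCTD12 (2.69-fold), the secreted protease ADAMTS1 (2.37-fold), FOS (2.30-fold), CITED1 (2.21-fold), the receptor TNFRSF12A (2.15-fold), TRIB1 (2.12-fold) and GPR3 (2.04-fold) completed these 14 genes. Sizes and order depended on the background: with normexp background correction ETV5, ARC, FOSB and GPR3 rose 5.87-fold, 5.13-fold, 4.67-fold and 3.29-fold, and ARC and FOSB then passed C11orf96 (4.41-fold) and EGR1 (3.70-fold). On the other side, HSPA6, an inducible heat shock protein, fell most, from 11.27 ± 0.13 (SD, n = 5) to 9.76 ± 0.24 (SD, n = 6), which is 2.85-fold lower (adjusted p = 4.66e-10). DDIT4, an inhibitor of mTOR signalling, was 2.37-fold lower (10.83 ± 0.12 against 9.59 ± 0.25). ZNF256, the DNA repair enzyme gene TDP1, LRP5L, CTH (cystathionine gamma-lyase), SNORD15B, LRRC26, ADPRM, ZMAT3, CEP19, GUSBP2, DTL and NREP were between 1.91-fold and 1.57-fold lower. For each of these 28 genes all 6 mutDFNA5 arrays lay beyond the range of the 5 wtDFNA5 arrays, except CEP19 with 5 of 6.

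Of 9653 genes tested, 391 were significantly up-regulated and 475 were significantly down-regulated in mutDFNA5 (limma, adjusted p under 0.05). Changes of at least 0.5 on the log2 scale were found for 66 of the up-regulated and 39 of the down-regulated genes, and changes of at least 1 for 16 and 2. At the probe level 569 probes were higher and 627 were lower among 14542 tested. The 2 groups did not overlap in 639 of the 9653 tested genes, and chance alone gives such a separation for 0.433% of genes. The balance of directions depended on the scaling between arrays. With each array shifted to a common median in place of quantile normalization, 270 genes were higher and 54 were lower, so that the share of lower genes moved from 54.8% to 16.7%. That scaling moved the median log2 change of all genes to 0.07. The common median was taken over all 42000 probes, of which 33.4% to 36.8% were detected per array. It was therefore the level of undetected probes, and differences in spread between arrays stayed in place. Whether either moved the balance was not tested. Several probes that passed the filter disagreed for some of the genes named above. The second ETV5 probe gave a log2 change of 0.38 (adjusted p = 0.00807) against 1.92 for the probe named above, with 1.15 for the mean of both, and the second HSPA6 probe gave -0.73 (adjusted p = 0.000730) against -1.51. For TDP1 and CEP19 the other 2 probes were lower by at most 0.16 on the log2 scale and were not called, and for ZMAT3 the other 2 probes gave log2 changes of 0.17 and 0.19, of opposite sign and not called. With the mean of all its probes ZMAT3 was not called (adjusted p = 0.330).

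**Figure D1:**
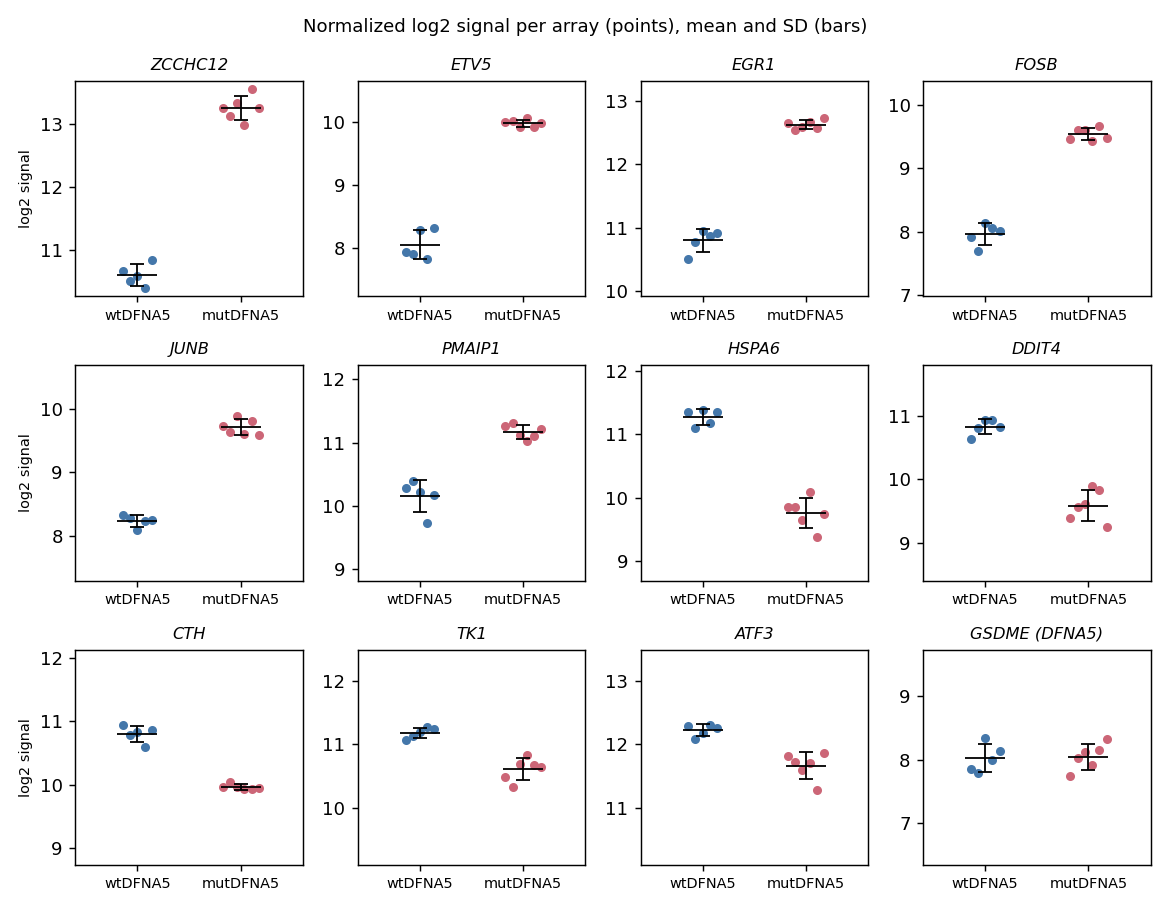
Normalized log2 signal (vertical axis, each panel spanning the same number of log2 units) of 12 genes on the 5 wtDFNA5 and 6 mutDFNA5 arrays; points are arrays, the wide bar is the mean and the whiskers are 1 SD. ZCCHC12, ETV5, EGR1, FOSB, JUNB and PMAIP1 were higher and HSPA6, DDIT4, CTH, TK1 and ATF3 were lower on all 6 mutDFNA5 arrays, while the DFNA5 probe (GSDME) overlapped between the groups.

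Immediate early genes, which are transcribed within the first hour of growth factor or stress signalling, rose together. Of 27 members tested, 18 were up-regulated, 1 was down-regulated and 8 did not pass the test, and 20 and 1 passed when adjusted over the list alone. The median log2 change of the list was 0.40 (camera, adjusted p = 2.79e-23). ARC, EGR1, FOSB and JUNB led the list, with log2 changes of 1.63, 1.82, 1.58 and 1.48. The member that fell was ATF3, a stress-induced repressor, which decreased by 0.56. Feedback regulators of the MAPK pathway, the ERK output genes that include Sprouty proteins and dual specificity phosphatases, had 9 of 19 members up-regulated and 0 down-regulated (11 and 1 adjusted over the list alone), with a median of 0.22 (camera, adjusted p = 7.21e-13). ETV5, SPRY2 and EPHA2 rose by 1.92 (0.38 with the second ETV5 probe), 0.93 and 0.84. EPHA2 was detected on 3 of 5 wtDFNA5 and all 6 mutDFNA5 arrays and rose by 1.66 with normexp background correction, so its log2 change is not an exact size. ETV4 also rose, but it was detected on 1 of 5 wtDFNA5 arrays and all 6 mutDFNA5 arrays, and its wtDFNA5 mean of 7.21 lay below the lowest detected signal of any array, which ran from 7.36 to 7.46, so its log2 change (0.86, 0.68 with its second probe and 1.95 with normexp background correction) is not an exact size. Among cAMP and CREB targets 4 of 13 members rose and 1 fell (6 and 1 adjusted over the list alone), with a median of 0.18 (camera, adjusted p = 3.28e-05). FOS, GPR3 and the neuropeptide precursor VGF rose by 1.20, 1.03 and 0.80, whereas PCK2, the mitochondrial form of a gluconeogenic enzyme, decreased by 0.60. The 3 list calls held with an estimated correlation (adjusted p = 0.00157 for immediate early genes, 0.00157 for MAPK feedback regulators and 0.0133 for cAMP and CREB targets). The study named some members of the 3 lists from these arrays, so the counts are not independent evidence of direction. Of their tested members, 4 of 27, 1 of 19 and 5 of 13 also belong to other lists, so the list calls are not separate from each other.

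The MAP kinases and the kinases upstream of them did not move as a list (camera, adjusted p = 0.824, median 0.03). Of 19 members, 1 was up-regulated and 1 was down-regulated (2 and 2 adjusted over the list alone). MAP2K4, which activates JNK and p38, was higher by 0.29 with 1 of its 2 probes (adjusted p = 0.0201), and MAP2K6, which activates p38, was lower (adjusted p = 0.0167) and was detected on 4 of 5 wtDFNA5 and 1 of 6 mutDFNA5 arrays. Its mutDFNA5 mean of 7.25 lay below the lowest detected signal of any array, so its log2 change (-0.33, and -0.89 with normexp background correction) is not an exact size. Both calls were lost with median scaling, and both were lost without wtDFNA5 replicate 2 (adjusted p = 0.0650 for MAP2K4 and 0.0552 for MAP2K6). That of MAP2K4 was also lost without mutDFNA5 replicate 1 (adjusted p = 0.0523) and with the mean of its probes.

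Heat shock genes fell in part. Of 24 members tested, 6 were down-regulated and 0 were up-regulated, with the same counts adjusted over the list alone. HSPA6, DNAJB1, DNAJB2 and the co-chaperone BAG3 decreased by 1.51, 0.52, 0.51 and 0.41. As a whole the list was not called (camera, adjusted p = 0.0956, and adjusted p = 0.323 with an estimated correlation), and its median of 0.005 differed in sign from its mean of -0.11. The list was called lower relative to other genes under median scaling (adjusted p = 0.00322), where its own median was 0.05 against 0.07 for all genes, and called lower with the mean of all probes (adjusted p = 0.0316) and with fry (adjusted p = 0.00442), while median scaling ended the calls of DNAJB2 and BAG3. In the ER unfolded protein response list, 0 of 28 members changed, also when adjusted over the list alone, and the list was not called (camera, adjusted p = 0.970); limma gave an adjusted p of 0.0609 for SDF2L1, the member with the smallest p, at a log2 change of -0.25. SDF2L1 was called lower without wtDFNA5 replicate 5 (adjusted p = 0.0220), with the trended and robust prior (adjusted p = 0.0310) and with the mean of all probes (adjusted p = 0.0430). ATF4 targets, the amino acid synthesis and stress genes of the integrated stress response, were lower as a list, with 10 of 33 members down-regulated and 2 up-regulated (11 and 4 adjusted over the list alone) and a median of -0.09 (camera, adjusted p = 0.0138). DDIT4, CTH, PCK2 and ATF3 decreased by 1.25, 0.84, 0.60 and 0.56. The list call was lost with an estimated correlation (adjusted p = 0.145). Without wtDFNA5 replicate 3 the median was -0.05 (adjusted p = 0.0290), and under median scaling it turned to 0.02 while the median of all genes was 0.07, so that the list was lower relative to other genes (adjusted p = 0.00322). The heat shock and ATF4 lists also hold genes that the study named from these arrays and are not independent evidence of direction.

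Genes of cell death moved in both directions. The BH3-only gene PMAIP1 (NOXA) rose 2.01-fold, from 10.16 ± 0.25 (SD, n = 5) to 11.17 ± 0.11 (SD, n = 6) on the log2 scale (limma, adjusted p = 2.32e-07), and both of its probes were called. The anti-apoptotic genes MCL1 and BCL2 also rose, by 0.82 and 0.44, although the second MCL1 probe was not called (log2 change 0.26, adjusted p = 0.0963). With 3 of 15 members up-regulated and 0 down-regulated (5 and 0 adjusted over the list alone), the BCL2 family list was higher (camera, adjusted p = 0.0263, median 0.05), a call lost with an estimated correlation (adjusted p = 0.0948). That median rested on single arrays: it was -0.0008 without mutDFNA5 replicate 1, 0.02 without mutDFNA5 replicate 2, and 0.07, 0.01, 0.03 and 0.07 without wtDFNA5 replicates 1, 2, 4 and 5, and under median scaling it was 0.07, as was that of all genes. The list of caspases, death receptors and gasdermins also holds the receptor TNFRSF12A. Of its 21 tested members 2 rose and 2 fell, also when adjusted over the list alone (camera, adjusted p = 0.616, but adjusted p = 0.0456 with fry). TNFRSF12A and TNFRSF10B were higher by 1.10 and 0.34. CASP2 decreased by 0.35, called with 2 of 3 probes, and CASP6 by 0.25 with 1 of 3 probes, the others giving -0.02 and 0.05. Among 21 p53 targets 3 rose and 5 fell (3 and 6 adjusted over the list alone), and the list was not called (camera, adjusted p = 0.656). Its largest changes were PMAIP1 (1.01), SERTAD1 (0.82), ZMAT3 (-0.68) and SESN2 (-0.42). The BCL2 family and p53 lists hold genes that the study named from these arrays and are not independent evidence of direction. CASP6 lost its call without any 1 of 9 of the 11 arrays (adjusted p up to 0.0862), and TNFRSF10B without wtDFNA5 replicate 1, wtDFNA5 replicate 4 or mutDFNA5 replicate 6 (adjusted p = 0.0573, 0.0657 and 0.0619). Median scaling ended the calls of CASP2, CASP6 and SESN2.

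Replication genes were lower and some mitotic genes were higher in mutDFNA5. Of 35 genes of the G1/S transition and DNA replication, 12 were down-regulated and 1 was up-regulated (13 and 1 adjusted over the list alone), with a median of -0.11 (camera, adjusted p = 1.09e-05, and adjusted p = 0.0159 with an estimated correlation). Under median scaling the median was -0.005 while that of all genes was 0.07 (adjusted p = 8.93e-05). DTL, thymidine kinase TK1, E2F2 and the licensing factor CDT1 decreased by 0.66, 0.57, 0.49 and 0.44. Part of this list was named by the study from these arrays, so it is not independent evidence of direction. Of 31 mitotic genes, 4 were up-regulated and 0 were down-regulated (5 and 0 adjusted over the list alone), with a median of 0.10 (camera, adjusted p = 0.00196, but adjusted p = 0.109 with an estimated correlation). BUB1B, CCNB1, CKS2 and CDK1 rose by 0.39, 0.35, 0.32 and 0.31, with 1 of 2 probes for CKS2. Normexp background correction ended the calls of BUB1B, CCNB1, CKS2 and CDK1 (adjusted p = 0.0588, 0.101, 0.0515 and 0.0691), and the replicate block those of CKS2 and CDK1 (adjusted p = 0.0651 and 0.0966). Median scaling ended the calls of E2F2, CDT1, CCNB1 and CDK1, and CCNB1 and CDK1 each lost their call without any 1 of 5 arrays (adjusted p up to 0.0979 and 0.0654).

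Nuclear genes of the respiratory chain showed few changes. None of the 3 lists was called by camera in the comparison reported. Among 30 complex I subunits 0 changed, also when adjusted over the list alone (camera, adjusted p = 0.0741, median -0.08). The list was called lower without wtDFNA5 replicate 3 (adjusted p = 0.0257), with the mean of all probes (adjusted p = 0.0395) and with fry (adjusted p = 0.0118). With an estimated correlation it was not called (adjusted p = 0.207). NDUFB7 had the smallest p (log2 change -0.23, adjusted p = 0.0516) and was called lower without wtDFNA5 replicate 1 (adjusted p = 0.0422), with detection on all 11 arrays (adjusted p = 0.0411), with the trended and robust prior (adjusted p = 0.0238) and with the mean of all probes (adjusted p = 0.0284). Of 19 cytochrome c oxidase genes 1 fell, the assembly factor COX15, by 0.40, also when adjusted over the list alone (camera, adjusted p = 0.656). Of 22 ATP synthase and complex III genes 2 fell, ATP5PD by 0.35 and UQCR10 by 0.24, also when adjusted over the list alone (camera, adjusted p = 0.372). For COX15, ATP5PD and UQCR10 only 1 of 2 probes was called, and median scaling ended each call. In glycolysis 3 of 20 genes rose and 0 fell, with the same counts adjusted over the list alone, and the list was not called in the comparison reported (camera, adjusted p = 0.0544). It was called higher in 5 of the 11 fits without 1 array (without wtDFNA5 replicates 2 and 5 and mutDFNA5 replicates 1, 2 and 3, adjusted p = 0.0490, 0.0441, 0.0491, 0.0232 and 0.0327), without a filter (adjusted p = 0.0248), with the mean of all probes (adjusted p = 0.0303) and with fry (adjusted p = 0.0241), but not with an estimated correlation (adjusted p = 0.323). The called genes were PFKP (0.48), PFKL (0.33) and PFKFB3 (0.25), which encode enzymes that make fructose bisphosphates. The PFKL call was lost with the replicate block (adjusted p = 0.0505). PFKFB3 was called with 1 of 2 probes (0.20 and adjusted p = 0.103 for the other) and lost its call with median scaling, normexp background correction, no filter and the replicate block (adjusted p up to 0.140). Of 6 pentose phosphate genes 0 changed, also when adjusted over the list alone (camera, adjusted p = 0.824), and RPE had the smallest p, at a log2 change of -0.13 (adjusted p = 0.315). UQCR10 and PFKFB3 lost their calls without any 1 of 8 and 9 arrays (adjusted p up to 0.0972 and 0.113).

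**Figure D2:**
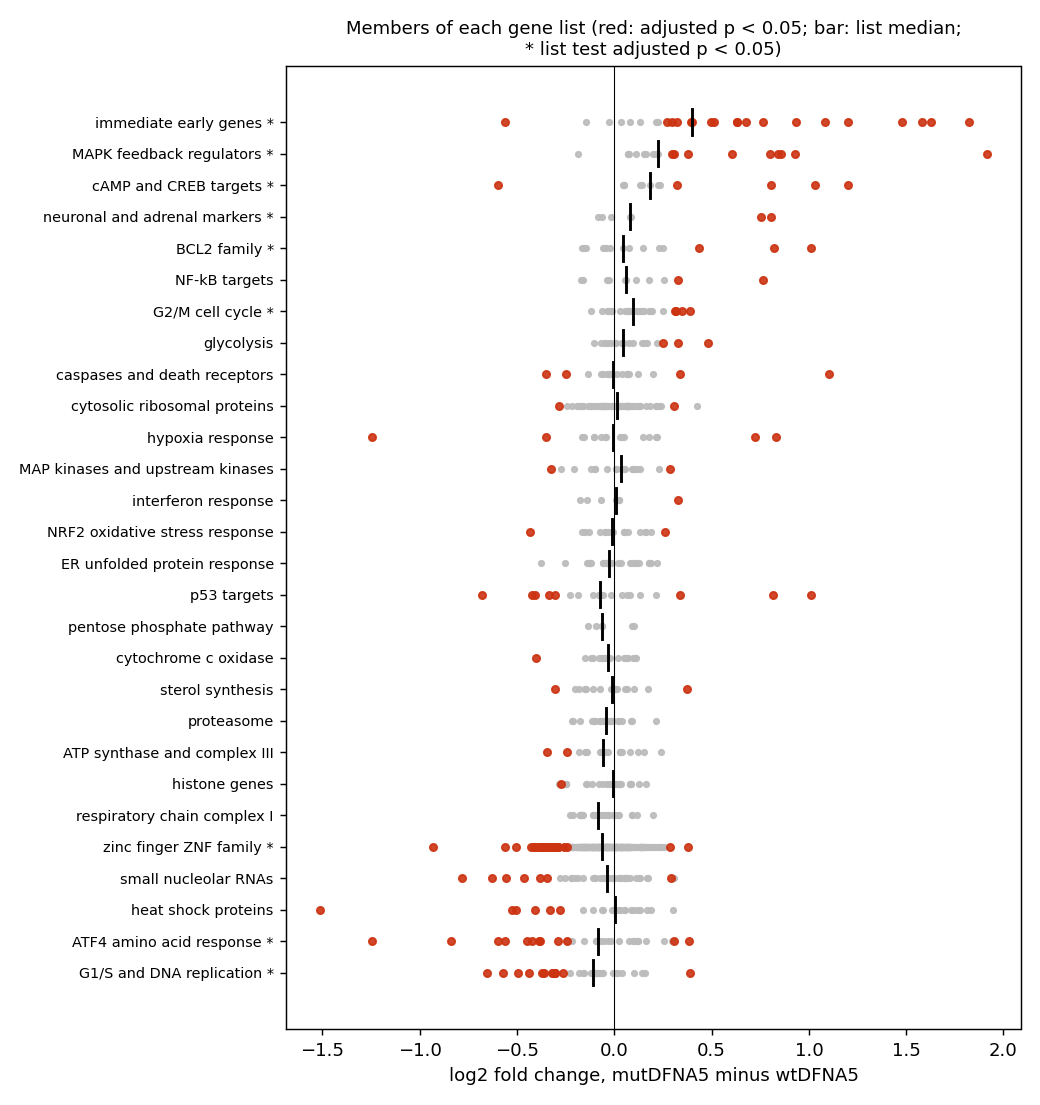
Log2 fold change, mutDFNA5 minus wtDFNA5 (horizontal axis), of every tested member of the 28 gene lists (rows, ordered by mean); red points passed an adjusted p of 0.05, black bars are list medians, and an asterisk marks the 9 lists called by camera. Immediate early genes and MAPK feedback regulators lie farthest to the right, with medians of 0.40 and 0.22, and the G1/S list lies farthest to the left, with a median of -0.11.

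TM7SF2, UCP2 and VPS33B, human homologs of yeast genes that the study picked for PCR, were all down-regulated in mutDFNA5, also when adjusted over the list alone. The sterol reductase gene TM7SF2 was 1.24-fold lower, the mitochondrial carrier gene UCP2 1.31-fold lower and the vesicle sorting gene VPS33B 1.26-fold lower (limma, adjusted p = 0.0132, 0.00768 and 0.0154). They were chosen with the help of these arrays and are not independent evidence of direction. Median scaling ended the 3 calls, and VPS33B also lost its call without wtDFNA5 replicate 5 (adjusted p = 0.0516). In the sterol synthesis list, partly named by the study, 1 of 18 genes rose and 1 fell, also when adjusted over the list alone (camera, adjusted p = 0.616). The former was CYP51A1 (0.37), whose call was lost under median scaling and without any 1 of 8 arrays (adjusted p up to 0.104, with a change of 0.24 without wtDFNA5 replicate 4). The PCR reference genes GAPDH, RPL13A and YWHAZ had log2 changes of 0.08, -0.04 and 0.09 and were not called (adjusted p = 0.601, 0.805 and 0.482); the sign for RPL13A turned under median scaling and that for YWHAZ with the mean of its probes.

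Markers of fibroblasts, blood cells, keratinocytes and hepatocytes mostly did not pass the filter, and none of those tested was called in the fit over all probes. Of 11 fibroblast markers 2 were tested, of 14 blood cell markers 2, of 10 keratinocyte and epithelial markers 3 and of 9 hepatocyte markers 1. The members with the smallest p were VIM, which HEK293T cells also express (log2 change -0.06, adjusted p = 0.709, with the sign turned under median scaling and with the mean of its probes), CD68 (0.08, adjusted p = 0.575), ELF3 (adjusted p = 0.159) and AHSG (adjusted p = 0.130). The wtDFNA5 means of ELF3 and AHSG (7.30 and 7.23) lay below the lowest detected signal of any array, so their log2 changes (0.21 and 0.27, and 0.55 and 0.68 with normexp background correction) are not exact sizes. ELF3 was detected on 1 of 5 wtDFNA5 and 4 of 6 mutDFNA5 arrays, and AHSG on 2 of 5 and 4 of 6. AHSG passed adjusted over the list alone, as the single member tested, and without wtDFNA5 replicate 3 (adjusted p = 0.0351).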

Values the study reported

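The study reported 228 significantly up-regulated and 222 significantly down-regulated genes in mutDFNA5 at an adjusted p-value below 0.05. For ZCCHC12, EGR1, FOSB and JUNB it gave log fold changes of 2.63, 1.83, 1.58 and 1.40. For HSPA6 and DDIT4 it gave −1.54 and −1.26. The array fold changes it stated for TM7SF2, UCP2 and VPS33B were 1.23, 1.31 and 1.27.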

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

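Within each group of arrays, a value was set apart when its gap to the nearest other array was large against the range of the group (Dixon's criterion at 95%). Among 192 groups of values tested 8 were set apart, and chance gives about 1 in 20, or 9.6. In wtDFNA5 replicate 4, IRF9 had a log2 signal of 7.29 against 7.62 to 7.67 in the other wtDFNA5 arrays, and BUB1B had 7.73 against 8.19 to 8.30. In wtDFNA5 replicate 3, PSMC1 had 14.15 against 13.83 to 13.92. In mutDFNA5 replicate 2, CTH had 10.05 against 9.93 to 9.97. In mutDFNA5 replicate 3, GAPDH had 14.25 against 14.43 to 14.53, and ETV4 had 8.68 against 7.81 to 8.05. In mutDFNA5 replicate 5, SERTAD1 had 10.19 against 10.46 to 10.60, and SNORD13 had 8.60 against 9.65 to 9.89. IRF9 was not called without wtDFNA5 replicate 4 (log2 change 0.25, adjusted p = 0.0908). No explanation of these single values was tested.

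The array of wtDFNA5 replicate 4 had the lowest median log2 signal before normalization (6.90, against 7.04 to 7.33 on the other arrays) and the lowest array weight (0.563). Its counts were read on their own after the data were seen: without it 356 genes were higher and 406 were lower, and 663 of the 866 changed genes were shared.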

How the results depend on the processing

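The threshold of 0.01 was chosen after the data were seen; the other settings were planned. Of 82 named genes called, 65 were called whichever array was left out, 49 in every setting, and 0 changed sign; 25 lost their call with median scaling, 15 with normexp background (SESN2, TNFRSF10B, UQCR10, PFKFB3, CYP51A1, TXNRD1, P4HA2, NFKB1, IRF9, BUB1B, CCNB1, CKS2, CDK1, RPS29, SNORD13) and 15 with the replicate block. Of 9 lists called, 8 were called whichever array was left out, and neuronal and adrenal markers were not without wtDFNA5 replicate 1 (adjusted p = 0.0551) or mutDFNA5 replicate 3 (adjusted p = 0.0522). The authors' normalized table gave 866 genes, all shared. Median scaling gave 324 changed genes (54 lower) and 448 probes; at 0.5 on the log2 scale it gave 113 higher and 19 lower. Normexp background gave 278 genes at 0.5 (146 higher, 132 lower), since it stretches dim signals. Without a filter 299 genes were lower and 279 higher, with more probes tested. At an adjusted p under 0.01, 328 genes were changed (156 higher, 172 lower), and 420 probes. Estimated correlations left 5 lists called, and fry, a different test, called 15. Except where a construction is named, the cause was not tested.

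The replicate block, on replicates 1 to 5, gave 557 genes (259 higher, 298 lower), 762 probes and a DFNA5 change of -0.0288; leaving out mutDFNA5 replicate 6 alone gave 639 genes. Deviations of same-numbered arrays correlated at -0.038, -0.055, -0.058, 0.11 and 0.0061, and 1 of the 5 wtDFNA5 arrays correlated best with its own number, so the numbers were not taken to pair the samples.

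With single arrays left out, changed genes ran from 639 to 812 (298 to 383 higher, 341 to 434 lower), changed probes from 865 to 1110, genes at 0.5 from 100 to 118 (63 to 75 higher, 33 to 45 lower), called lists from 8 to 11 and the DFNA5 change from -0.0320 to 0.107. Tests that turned direction belonged to results not called in the comparison reported. Of the called lists, the medians of the BCL2 family (-0.0008 without mutDFNA5 replicate 1) and of ATF4 targets (0.0164 under median scaling) turned while their tests did not. Median log2 changes of lists whose test turned ran, with single arrays left out, from 0.00494 to 0.0370 for MAP kinases, -0.0300 to 0.00287 for the ER list, -0.0960 to -0.0129 for the pentose phosphate pathway, -0.0288 to 0.0272 for NRF2 genes, -0.0527 to 0.0285 for the interferon response and 0.00287 to 0.0290 for ribosomal proteins. Median scaling gave 0.0349 for the pentose phosphate pathway, 0.0373 for NRF2 genes and -0.0326 for ribosomal proteins, then called lower (adjusted p = 2.78e-05), 0.0748 for RPL13A and 0.0140 for VIM. The ER list had -0.0287 without a filter and with fry, -0.0311 with detection on all 11 arrays and -0.0312 with the mean of all probes; fry also turned NRF2 genes (-0.0130). The mean of all probes gave 0.00878 for the interferon response, -0.00132 for YWHAZ and 0.00149 for VIM. The chip as a block was not run, as no chip was named in the sources used here. Signal over background limits dim probes: 42000 probes fell to 14542 with the filter.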

Other observations

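The test of the zinc finger list's own median under median scaling and the score of replication against mitotic genes were chosen after the results were seen; the other tests were written before their results. As a list, zinc finger genes were lower relative to other genes in mutDFNA5. Of 289 ZNF genes tested, 33 fell and 2 rose (42 and 4 adjusted over the list alone), with a median log2 change of -0.06, or -0.007 under median scaling (camera, adjusted p = 0.000429, and adjusted p = 0.0159 with an estimated correlation). ZNF256, ZNF416, ZNF326 and ZNF79 decreased by 0.93, 0.56, 0.51 and 0.43, and 1 of the 2 ZNF326 probes was called. Of 39 small nucleolar RNAs, 6 fell and 1 rose (9 and 2 adjusted over the list alone), led by SNORD15B, SNORD13, SNORD68 and SNORD4A, which decreased by 0.78, 0.63, 0.56 and 0.46. That list was not called (camera, adjusted p = 0.0727), nor with an estimated correlation (adjusted p = 0.661) or with fry (adjusted p = 0.186). Under median scaling it was called lower relative to other genes (adjusted p = 0.00734), where its median turned from -0.04 to 0.008 against 0.07 for all genes. The list was also called lower with the replicate block (adjusted p = 0.0348) and without wtDFNA5 replicate 2 or 5 or mutDFNA5 replicate 2, 3, 4 or 6 (adjusted p = 0.0278, 0.0441, 0.0352, 0.0478, 0.0264 and 0.0462). The ZNF and small nucleolar RNA lists hold genes the study named from these arrays. Among 26 histone genes 1 fell, H3C3, by 0.28, also when adjusted over the list alone (camera, adjusted p = 0.372). Its call was lost without any 1 of 4 arrays (adjusted p up to 0.0805), and median scaling ended the calls of H3C3 and SNORD13.

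Among NF-kB targets IER3 and NFKB1 rose by 0.76 and 0.33, 2 of 11 members, with 0 lower (3 and 0 adjusted over the list alone; camera, adjusted p = 0.0798, but adjusted p = 0.000298 with fry). The NFKB1 call was lost without wtDFNA5 replicate 2 or wtDFNA5 replicate 5 (adjusted p = 0.0583 and 0.0637). The hypoxia list split, with NDRG1 and BHLHE40 higher by 0.83 and 0.72 and DDIT4 and P4HA2 lower (-1.25 and -0.35) among 18 members (3 higher and 2 lower adjusted over the list alone; camera, adjusted p = 0.656). P4HA2 was called with 1 of 3 probes and lost its call without any 1 of 7 arrays (adjusted p up to 0.0805). The neuronal and adrenal markers NEFM and VGF rose by 0.75 and 0.80, 2 of 7 members, also when adjusted over the list alone (camera, adjusted p = 0.0263, but adjusted p = 0.207 with an estimated correlation), and that list was not called without wtDFNA5 replicate 1 or mutDFNA5 replicate 3 (adjusted p = 0.0551 and 0.0522); its median of 0.08 was 0.02 without mutDFNA5 replicate 3 and 0.05 without wtDFNA5 replicate 2. The hypoxia list and the neuronal list hold genes the study named from these arrays. Of 18 NRF2 genes HMOX1 decreased by 0.43 and TXNRD1 rose by 0.26, and 1 of 7 interferon genes rose, IRF9, by 0.33, in both lists also when adjusted over the list alone (camera, adjusted p = 0.945 and 0.946). IRF9 was detected on 4 of 5 wtDFNA5 and 6 of 6 mutDFNA5 arrays. TXNRD1 lost its call without any 1 of 8 arrays (adjusted p up to 0.102), IRF9 without wtDFNA5 replicate 4, mutDFNA5 replicate 4 or mutDFNA5 replicate 6 (adjusted p = 0.0908, 0.0687 and 0.0642), and median scaling ended the calls of HMOX1, TXNRD1, IRF9 and P4HA2. Of 72 ribosomal protein genes RPL28 rose by 0.31 and RPS29, with 1 of 4 probes, decreased by 0.28, and 0 changed when adjusted over the list alone (camera, adjusted p = 0.824; under median scaling the list was called lower, adjusted p = 2.78e-05, median -0.03). RPL28 lost its call without wtDFNA5 replicate 3 (adjusted p = 0.0502) and RPS29 without any 1 of 9 arrays (adjusted p up to 0.116). Of 27 proteasome genes 0 changed, also when adjusted over the list alone (camera, adjusted p = 0.363, but adjusted p = 0.0428 with fry), where PSMC1 had a log2 change of -0.22 (adjusted p = 0.0695, and adjusted p = 0.0268 with the trended and robust prior).

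The fall of ZNF genes was set against 3 technical explanations. If dim probes shifted together whatever the gene, random lists matched on mean signal would fall as far, but the list's median lay at the 0.01 percentile of 10000 such lists, the lowest they can give, below their central range of -0.02 to 0.02. Without the dim array wtDFNA5 replicate 4 the list was still lower (adjusted p = 0.000973), so the tables argue against both as the whole cause. With median scaling in place of quantile normalization the list was lower relative to other genes (adjusted p = 2.78e-05, at 0.08 below the median of all genes against 0.06), but its own median was -0.0071, outside the range of -0.07 to -0.06 with single arrays left out, so quantile normalization is argued against only for the shift relative to other genes, and whether the ZNF signals themselves fell cannot be told apart from the choice of scaling. Sharing of probes between related zinc finger genes was not tested. A response to mutDFNA5 or to wtDFNA5, perhaps through short-lived transcripts, stays an untested hypothesis.

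Replication genes were lower while mitotic genes were higher, a gap of -0.20 between the list medians, although 4 of 31 mitotic genes were called and the mitotic list was not called with an estimated correlation (adjusted p = 0.109). Under median scaling the medians were -0.005 for replication and 0.19 for mitotic genes, against 0.07 for all genes. Whether the replication signals themselves fell therefore cannot be told apart from the choice of scaling. Among 10000 pairs of random lists matched on mean signal this gap lay at the 0.01 percentile, the lowest they can give, which argues against a shift by signal level, and without wtDFNA5 replicate 4 the larger of the adjusted p-values of the 2 lists was 0.00375, which argues against that array as the cause. The mean of the G1/S list minus that of the G2/M list was -0.21 ± 0.06 (SD, n = 5) in wtDFNA5 and -0.47 ± 0.06 (SD, n = 6) in mutDFNA5, which describes the same lists and adds no test. A shift in cell cycle phase with either construct may account for this, as a hypothesis, and a difference in culture density between dishes stays open, as neither was tested.

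ATF4 targets were lower relative to other genes in mutDFNA5 although ATF4 is usually active under stress, but this call was lost with an estimated correlation (adjusted p = 0.145), and the list's median of -0.09 was -0.05 without wtDFNA5 replicate 3 and 0.02 under median scaling. Without the dim array wtDFNA5 replicate 4 the list was still lower (adjusted p = 0.0248, in a range from 0.000311 to 0.145 over the alternatives), which argues against that array as the whole cause. A general fall of stress genes stays open. Of 24 heat shock genes 6 fell and 0 rose, but that list was not called in the comparison reported (camera, adjusted p = 0.0956) or with an estimated correlation (adjusted p = 0.323). It was called lower with fry (adjusted p = 0.00442), with the mean of all probes (adjusted p = 0.0316) and, relative to other genes, under median scaling (adjusted p = 0.00322), where its own median was 0.05 against 0.07 for all genes. Of 28 ER unfolded protein response genes 0 changed. A difference in amino acid supply or in mTOR activity also stays open, as an untested hypothesis.

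Other splits of the 11 arrays into 5 and 6 were used to ask whether chance could give these results, with 100 of the 462 possible splits drawn, the real one included. For the 866 changed genes, 1 split of 100, the real one, gave as many, and the highest other split gave 1 gene. For the 105 genes changed by at least 0.5, 1 split, the real one, gave as many and the highest other gave 0. For both counts chance can be excluded at a level of 5% of splits. For the 9 called lists, 2 of 100 splits gave as many, the real one included, which lies under 5% of splits. The other split with 9 lists kept 4 of the 5 wtDFNA5 arrays together, so it repeats most of the real grouping. For the number of lists, chance is argued against at that level only. Single list calls were not tested this way. Of the 99 other splits, 68 called at least 1 list and 22 called 5 or more, with a median of 2. Splits with 4 wtDFNA5 arrays in the group of 5 called 6 to 9 lists. Those with 1, which hold the other 4 in the group of 6, called 2 to 7. Part of the real grouping therefore stays in these counts. Splits with 2 wtDFNA5 arrays in the group of 5 keep least of it but still called up to 4 lists. The real grouping therefore does not account for all of these calls. The counts are not rates of false calls, and a list call alone does not exclude chance.

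At an adjusted p under 0.05, 391 genes were higher and 475 were lower here with the filter on dim probes, and 279 were higher and 299 were lower without a filter. The study's methods name no such filter. With and without it, both counts here are higher than those quoted from the study above. The study's tables list some genes, such as PMAIP1 and CTH, more than once, so its counts may be of probes. At the probe level without a filter, 404 probes were higher and 400 were lower here.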
